A study of Homo sapiens with 8 samples. Its data were reported in "Gene regulation by convergent promoters" (2025).

How the data were processed

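ATAC-seq, in which the Tn5 transposase inserts adapters into open chromatin, was performed by the study on MCF-7 cells, an estrogen receptor-positive human breast cancer line with intact p53. Cells had been treated for 24 h with 10 µM Nutlin-3a, a small molecule that blocks the binding of MDM2 to p53 and thereby stabilizes p53, or with the solvent DMSO at 0.15%. Each treatment had 4 libraries, which the methods describe as biological replicates. Dead cells were removed before transposition. The groups and replicate numbers were taken from the sample labels.

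The authors called peaks separately in each library and did not pool replicates. Read quality was inspected with FastQC 0.11.9, reads were trimmed with Trimmomatic 0.39 and cutadapt 2.10, and sequencing errors were corrected with Rcorrector. Paired-end reads were aligned to hg38 with segemehl, and SAMtools was used to keep unique alignments of proper mate pairs. The submitters' record names MACS2 2.2.7.1 as the peak caller. Its threshold and control are not given in the sources used here, and neither is any shift of the reads for the Tn5 insertion offset. The fold enrichment deposited for each peak is the ratio of the signal at the peak summit to the local background of the same library. The authors' deposited −log10 p and −log10 q values measure the evidence for the summit against that background, and the lowest −log10 q in the lists was 1.30, which corresponds to q = 0.05. The deposited score equals the whole-number part of the −log10 q after multiplication by 10 and was not used further. A summit position was also deposited for each peak. The lists hold no read counts, so the sequencing depth behind each peak is unknown. Fold and −log10 q also depend on depth. They were therefore used to describe, rank or filter peaks within a library. Where −log10 q values of several libraries are given side by side, they describe the lists and are not a measure of how open a region was. The read-count test that the study applied to its ATAC-seq data could not be run on peak lists.

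Peaks on chromosomes 1 to 22 and X were merged across the 8 libraries into regions when they overlapped by at least 1 bp, and a region was scored as called in a library when it held a peak of that library. Coordinates are hg38 positions on the 1-based scale of a genome browser, and no region reached past the end of its chromosome. Gene models were taken from GENCODE release 44. A region was assigned to a promoter when it overlapped 1 kb either side of the start of a protein-coding transcript. Otherwise its summit was assigned to an exon, an intron or intergenic sequence. Each region was named by the protein-coding gene with the transcript start nearest to its summit, which does not identify the gene a region acts on.

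Regions called in all 4 libraries of one group and in none of the other were termed Nutlin-3a-only and DMSO-only regions. For a single region, 4 libraries against 4 cannot give an exact p below 0.0286, so no single region was tested in this way. The numbers of such regions were compared with those in all 35 divisions of the 8 libraries into groups of 4, and with the 8 of these that, like the real one, part every pair of same-numbered libraries. Regions called in 1, 2 or 3 libraries of each group, in equal numbers, served as the background and were termed balanced regions. Regions called in all 8 libraries were termed shared regions. Shared regions were ranked within each library by the deposited fold enrichment, taking the highest fold of the peaks in a region. Every list of ranks then had the same members. Ranks were converted to normal scores, and the difference between groups was fitted with limma 3.58.1 (empirical Bayes with a trend) with Benjamini-Hochberg adjustment at a threshold of 0.05. Changes are given in units of the normal score, Nutlin-3a minus DMSO, with standard errors. Levels are given as percentiles of fold enrichment among shared regions, as mean ± SD. A change in rank is relative to the other shared regions and is not a change in accessibility as such.

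Consensus sites of 16 motifs were sought on both strands within 100 bp of the region summit. They were the p53 response element (2 adjoining decamers with at most 2 mismatches and an intact core) and the sites of AP-1, the estrogen receptor (ERE), FOX, GRHL, TEAD, CTCF, GATA, RUNX, NFY, E2F, the cell cycle homology region (CHR), RFX (X-box), SP1 (GC box), NF-κB and STAT or IRF factors. Shares of regions were compared with Fisher's exact test, two-sided, with odds ratios and Woolf 95% confidence intervals. Adjustment was made over the 16 motifs. Neighboring regions are not fully independent of one another, and regions are not replicates. These p-values describe the region sets of the 8 libraries.

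The 10 gene lists were written from general knowledge. They covered p53 targets (103 genes), cell cycle genes repressed through the DREAM complex (101 genes), targets of the p53-induced factor RFX7 (34 genes), estrogen receptor and luminal genes (40 genes), AP-1 and inflammatory genes (40 genes), interferon-stimulated genes (40 genes, of which 39 were found in the annotation), housekeeping genes (40 genes) and markers of fibroblasts, immune cells and neural cells (15 genes each). Regions within 10 kb of a member's start were tested as a set with camera, with a preset correlation of 0.01 and with an estimated one, and one-group regions were compared with balanced regions with Fisher's exact test. Adjustment was made over the 10 lists.

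The named regions followed a rule. It took 12 fixed loci, and the 10 Nutlin-3a-only and the 10 DMSO-only regions with the highest mean −log10 q. It also took the 10 shared regions ranked higher and the 10 ranked lower with the largest change. For each gene list it took up to 4 members with the smallest p among shared regions and up to 4 with a one-group region. Of the fixed loci, CDKN1A, PLK1, CCNB2 and E2F1 are not discussed in the text of the study. For the study's question of joint change at facing promoters, each shared region over a protein-coding gene start was paired with the nearest other shared region whose summit lay 100 to 2500 bp downstream, and the changes were correlated across pairs.

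The replicate numbers of the labels were tested for pairing. The correlation between the rank deviations of same-numbered DMSO and Nutlin-3a libraries from their group means was between 0.110 and 0.179 in all 4 pairs, above the limit set for treating the numbers as pairs. Libraries of the other treatment with another number in the same set of replicates (replicates 1 and 2, or replicates 3 and 4) correlated to a similar extent (0.0989 to 0.159), and across the sets the correlation was negative (−0.177 to −0.105). The structure therefore followed these sets at least as much as the numbers. Although the limit was passed, the main limma fit kept the group as its only factor and did not pair the libraries. Fits with the replicate number as a block are given as an alternative. The labels give no batch or date. Values within replicates 1 and 2 and within replicates 3 and 4 are given beside the main ones, with 2 libraries per group in each.

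The motif search and the limma comparison were tested on simulated data. The search recovered 100% of 600 planted sites in 2000 random sequences, which checks the code alone, since every planted site met the search rule. In 78491 simulated regions with the spread of the real ones, limma recovered 0%, 8%, 56% and 84% of regions with a true change of 0.5, 1, 2 and 3 normal-score units (50 regions each), with 3 false calls. With only these regions changed, the adjustment was stricter than in the real data, where 5561 regions were called, so this recovery does not measure the reach of the real comparison. The simulated errors were independent between libraries, without the sets of replicates seen in the real ones, so the number of false calls does not carry over. Alternatives covered the overlap needed to merge peaks (100 bp), a stricter −log10 q of at least 5, equal lists of 40000 peaks, a difference of at least 3 libraries, ranking by −log10 p, the replicate number as a block, leaving out each library in turn, and the windows for promoters, lists and motifs. All steps ran in Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9) and R 4.3.3. Peaks outside chromosomes 1 to 22 and X were left out.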

Results

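Open chromatin was mapped by ATAC-seq in MCF-7 cells after 24 h with Nutlin-3a, which stabilizes p53, or with the solvent DMSO. Each group had 4 libraries. The deposited data are peak lists, 1 per library, with a fold enrichment and a −log10 q for each peak. The lists held 146335, 154245, 169907 and 155859 peaks in DMSO replicates 1 to 4, and 141319, 151472, 152117 and 162302 peaks in Nutlin-3a replicates 1 to 4, on chromosomes 1 to 22 and X. Read depth is unknown. The p-values given here measure only the spread between these libraries, or compare sets of regions from them.

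The extent of open chromatin called did not differ detectably between treatments. The groups had 156586 ± 9807 peaks (SD, n = 4) with DMSO and 151802 ± 8570 (n = 4) with Nutlin-3a, a difference of −4784 (exact permutation test, two-sided, p = 0.486). Peaks covered a mean of 65.3 Mb with DMSO and 62.3 Mb with Nutlin-3a (exact permutation p = 0.257). Among peaks with a −log10 q of at least 5, the order of the groups was the opposite, with 130300 ± 14088 peaks with DMSO and 135423 ± 8283 with Nutlin-3a (exact permutation p = 0.6). Peaks were wider in replicates 1 and 2 (mean 439.6 bp) than in replicates 3 and 4 (389.6 bp) of both groups (exact permutation p = 0.0286, the smallest that 4 against 4 libraries allow). The division into these sets was chosen after the libraries had been seen, so this p is descriptive and not that of a planned test. The median −log10 q of the list was 9.74 in DMSO replicate 4 and between 14.5 and 26.3 in the other 7 libraries, a description of the lists that also depends on their unknown depth.

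**Figure D1:**
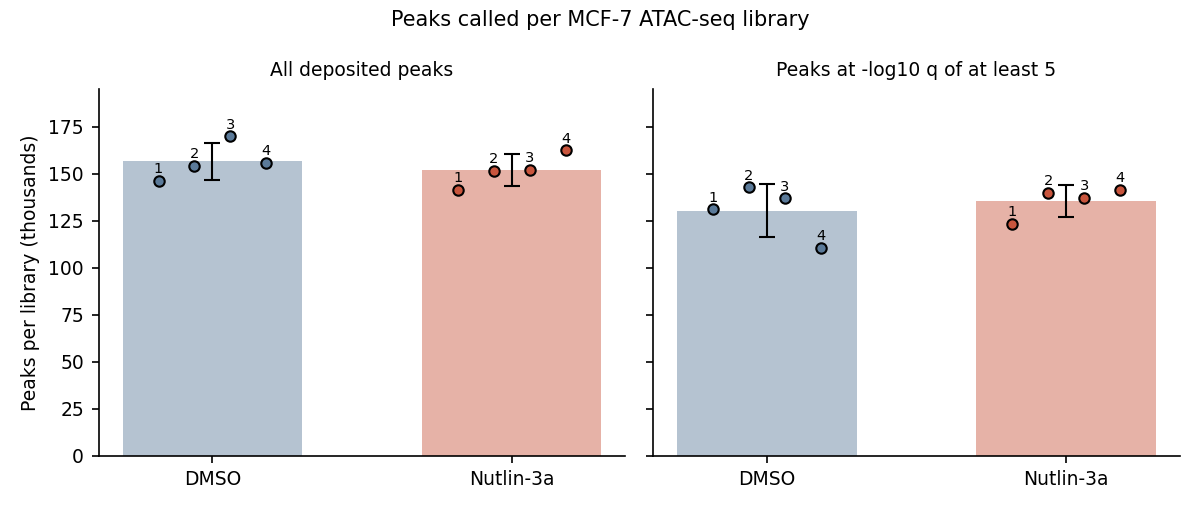
Number of peaks per library (axis in units of 1000 peaks) on chromosomes 1 to 22 and X, for all peaks (left) and for peaks with a −log10 q of at least 5 (right), with points for the numbered replicates, bars for the group mean and error bars for the SD (n = 4 per group). The groups overlap in both panels, at 156586 ± 9807 and 151802 ± 8570 for all peaks and at 130300 ± 14088 and 135423 ± 8283 for the stronger ones.

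Regions gained by p53 stabilization were sought first as presence or absence of a peak. Nutlin-3a-only regions included a region at the outermost annotated start of CDKN1A, which encodes the cell cycle inhibitor p21. Others lay at the TUBD1 promoter and near APPBP2, CD46 and PARM1, and those near APPBP2, CD46 and PARM1 carried a p53 response element. DMSO-only regions included the promoter of BRIP1, which encodes a DNA repair helicase, and an intron of IGF1R, which encodes a growth factor receptor. Of 287939 merged regions (median width 344 bp), 78491 (27.3%) were called in all 8 libraries and 91255 in a single library. In total 4143 regions were Nutlin-3a-only and 1882 were DMSO-only, a ratio of 2.201. These 6025 regions compare with at most 2257 in any other division of the libraries into groups of 4, which was that of replicates 1 and 2 against replicates 3 and 4. The excess of Nutlin-3a-only regions was not present within all replicates. Replicates 1 and 2 alone gave 11492 Nutlin-3a-only and 13930 DMSO-only regions (ratio 0.825), and replicates 3 and 4 alone gave 17172 and 11854 (ratio 1.45). Without DMSO replicate 4 the counts were 4579 and 3726 (ratio 1.23), and the DMSO-only count also moved by more than 1.5 times without DMSO replicate 1 (2897) or Nutlin-3a replicate 4 (2907).

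**Figure D2:**
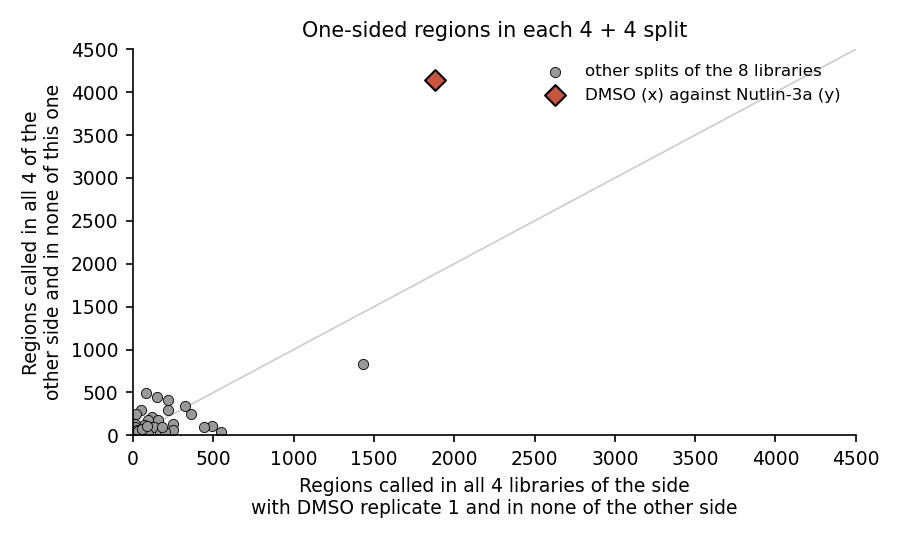
Each point is 1 of the 35 divisions of the 8 libraries into groups of 4, with the number of regions called in all 4 libraries of the side with DMSO replicate 1 and in none of the other (x axis) against the number called in all 4 of the other side alone (y axis), and a line of equal numbers. The division by treatment (diamond) lies at 1882 and 4143, and the next, replicates 1 and 2 against replicates 3 and 4, at 1430 and 827.

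The strongest Nutlin-3a-only regions by −log10 q were spread over several chromosomes (hg38). At the promoter of TUBD1, which encodes a tubulin, the region on chromosome 17 from 59890718 to 59891030 had an AP-1 site and −log10 q values from 182 to 264 across the 4 Nutlin-3a libraries, with a fold enrichment of 4.21 ± 0.428 (SD, n = 4). An intergenic region 3828 bp upstream of APPBP2 (chromosome 17, 60529870 to 60530232) ranged from 56.8 to 253, with a fold of 3.76 ± 1.18. The regions at TUBD1 and APPBP2, and that at BRIP1 below, lie between 59 and 62 Mb of chromosome 17. Shared regions there had a higher median −log10 q (83.3 against 54.5) and a lower median fold (5.83 against 9.40) than elsewhere. A region 44508 bp upstream of CD46, a complement regulator, lay in an intron of CR1L (chromosome 1, 207707196 to 207707721) and had p53 and AP-1 sites, with −log10 q from 76.9 to 191 and fold 14.7 ± 3.54. The intergenic region 46431 bp upstream of PARM1 (chromosome 4, 74886367 to 74886873) had a fold of 19.9 ± 2.62. An exonic region at FIGNL1 (chromosome 7, 50446455 to 50446972) and an intronic region at TMX1 (chromosome 14, 51251460 to 51251832) carried AP-1 sites. The remaining regions of the 10 strongest were nearest to ZMYND8, MYO15B, SNX5 and NARF. Among DMSO-only regions, the BRIP1 promoter (chromosome 17, 61862226 to 61862559) had −log10 q values from 67.5 to 143 and a fold of 2.77 ± 0.410 across the DMSO libraries. The IGF1R intron (chromosome 15, 98749167 to 98749851) ranged from 15.3 to 113. An intergenic region 6010 bp upstream of BCL10, an NF-κB pathway gene, carried a CTCF site (chromosome 1, 85282464 to 85282807). An intergenic region 334123 bp downstream of the start of ATXN7L3B (chromosome 12, 74871675 to 74872395) carried an ERE, and another lay 25714 bp downstream of the start of the estrogen-responsive gene SIAH2 (chromosome 3, 150737198 to 150737788). PABPC1, TNS1, LRP1B, SI and GTF2A1 were nearest to the other 5.

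Regions specific to Nutlin-3a lay away from promoters. Of these, 147 (3.55%) overlapped a promoter, compared with 1046 (5.29%) of 19758 balanced regions (odds ratio 0.658, 95% CI 0.552 to 0.785, Fisher's exact test, p = 1.32e-06). The share was also lower in replicates 1 and 2 alone (3.72% against 5.50%, Fisher's exact p = 2.50e-09) and in replicates 3 and 4 alone (4.199% against 4.77%, Fisher's exact p = 0.0178). DMSO-only regions overlapped promoters in 84 cases (4.46%), which was not past the threshold against balanced regions (odds ratio 0.836, Fisher's exact p = 0.129). The direct comparison of Nutlin-3a-only with DMSO-only regions was not either (odds ratio 0.787, Fisher's exact p = 0.0957). It was past the threshold in equal lists of 40000 peaks (4.41% against 13.2%, Fisher's exact p = 9.45e-20) and in replicates 1 and 2 alone (Fisher's exact p = 7.06e-09). It was not past it at a −log10 q of at least 5 (Fisher's exact p = 0.94) or in replicates 3 and 4 alone (Fisher's exact p = 0.0662). Among fits without a library, it passed without DMSO replicate 3 or 4 or Nutlin-3a replicate 1, 2 or 3 only. For DMSO-only regions the share fell past the threshold without DMSO replicate 1 (4.38%), DMSO replicate 4 (4.67%), Nutlin-3a replicate 2 (4.55%), Nutlin-3a replicate 3 (4.54%) or Nutlin-3a replicate 4 (4.33%). Nutlin-3a-only regions lay in introns in 49.0% of cases and between genes in 44.7%, and DMSO-only regions in 40.6% and 51.1%.

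The p53 response element marked the regions that appeared with Nutlin-3a. It was found in 98 Nutlin-3a-only regions (2.37%) and in 77 balanced regions (0.3897%), an odds ratio of 6.19 (95% CI 4.59 to 8.36, Fisher's exact test, p = 5.58e-31). Only 4 DMSO-only regions (0.213%) had the element, which did not differ from balanced regions (odds ratio 0.544, Fisher's exact p = 0.321), whereas Nutlin-3a-only and DMSO-only regions differed with an odds ratio of 11.4 (Fisher's exact p = 6.23e-12). Against balanced regions the element was also more frequent with Nutlin-3a in replicates 1 and 2 alone (1.38% against 0.442%, odds ratio 3.14, Fisher's exact p = 7.88e-12) and in replicates 3 and 4 alone (2.19% against 0.354%, odds ratio 6.30, Fisher's exact p = 6.49e-48). All other Nutlin-3a-only regions lacked an element by this search.

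AP-1 sites, bound by FOS and JUN family factors, were by far the most frequent motif of Nutlin-3a-only regions. They occurred in 1956 of these regions (47.2%), compared with 11.7% of balanced regions (odds ratio 6.76, 95% CI 6.27 to 7.28) and with 45 DMSO-only regions (2.39%). The Fisher's exact p of the first comparison was too small for the software to represent. Sites of the architectural factor CTCF showed the reverse. They were found in 41 Nutlin-3a-only regions (0.990%), 9.13% of balanced regions and 297 DMSO-only regions (15.8%), with odds ratios against balanced regions of 0.0995 (Fisher's exact test, adjusted p = 5.34e-101) and 1.87 (adjusted p = 2.53e-17). DMSO-only regions also held more sites of GRHL epithelial factors (141 regions, 7.49%, against 4.30% of balanced regions, adjusted p = 2.21e-08 by Fisher's exact test) and more EREs, bound by the estrogen receptor (43 regions, 2.29%, against 1.03%, adjusted p = 3.31e-05). Nutlin-3a-only regions held fewer of both (2.39% with GRHL sites, adjusted p = 6.77e-09, and 0.579% with an ERE, adjusted p = 0.00886). FOX and TEAD sites were slightly more frequent in Nutlin-3a-only regions (9.003% against 7.21%, adjusted p = 2.00e-04, and 10.3% against 8.32%, adjusted p = 1.38e-04). Of the 15 motifs other than the p53 element, 3 were more and 7 less frequent in Nutlin-3a-only regions, and 5 were more and 3 less frequent in DMSO-only regions.

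The contrast in AP-1, CTCF, GRHL and ERE sites was present in both sets of replicates. Between Nutlin-3a-only and DMSO-only regions, AP-1 sites had an odds ratio of 14.3 in replicates 1 and 2 (40.5% against 4.53%) and of 18.7 in replicates 3 and 4 (37.7% against 3.13%). CTCF sites had odds ratios of 0.0796 (1.51% against 16.2%) and 0.264 (2.91% against 10.2%). GRHL sites gave 0.356 and 0.620, and EREs gave 0.428 and 0.430. CHR sites differed in opposite directions in the sets (0.760, Fisher's exact p = 5.43e-07, and 1.476, Fisher's exact p = 1.47e-10), and the odds ratios of GATA (0.941 and 1.59) and of STAT or IRF sites (0.659 and 1.199) also lay on either side of 1.

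**Figure D3:**
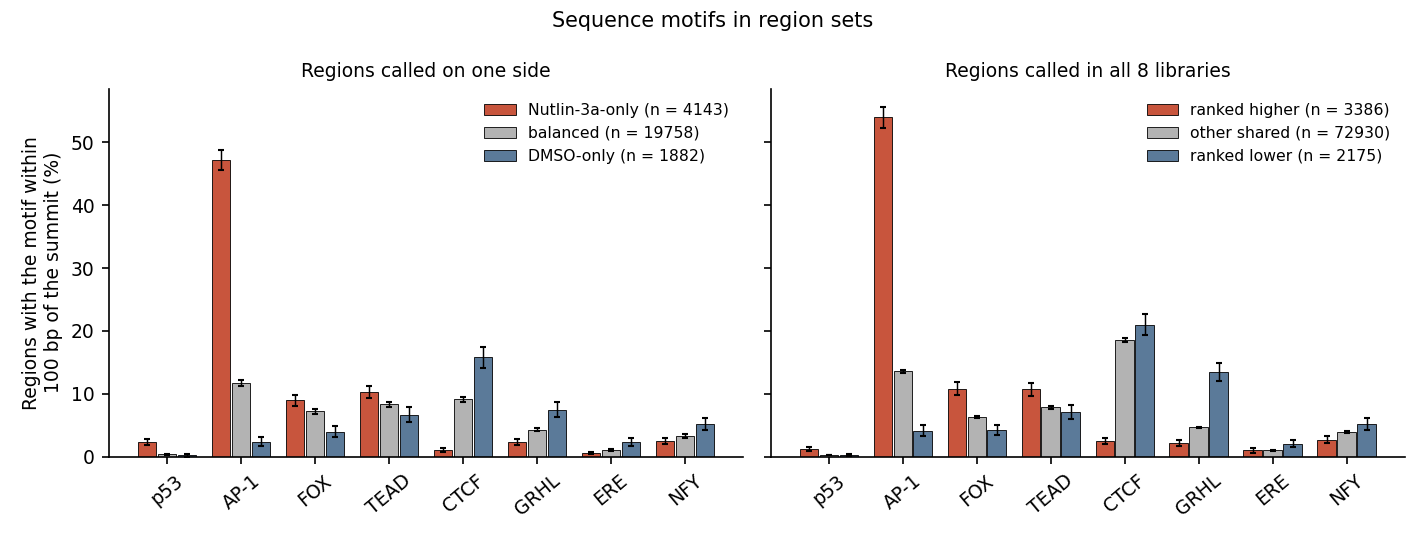
Percent of regions with a site of each of 8 motifs within 100 bp of the summit, for Nutlin-3a-only, balanced and DMSO-only regions (left) and for shared regions that ranked higher, were not past the threshold or ranked lower (right), with 95% confidence intervals (normal approximation, over regions) as error bars. AP-1 sites occur in 47.2% of Nutlin-3a-only and 2.39% of DMSO-only regions, and in 54.05% of regions that ranked higher and 4.14% of those that ranked lower.

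Regions open in every library were compared by their rank. By fold, COL18A1 and PRMT6 had distal regions that ranked far higher with Nutlin-3a, and TACC2 and ATG9A had regions that ranked far lower. By −log10 p, TACC2 (change 0.07, limma adjusted p = 0.612) and ATG9A (0.01, adjusted p = 0.941) did not change detectably. Of 78491 shared regions, 3386 ranked higher and 2175 ranked lower with Nutlin-3a (limma, adjusted p under 0.05), and 19222 had an unadjusted p under 0.05. With the replicate number as a block, the counts were 2541 and 1208. Ranking by −log10 p gave 10072 higher and 7475 lower, the set of replicates as a factor gave 5760 and 4312, and both together, tried only after the results were seen, gave 14592 and 14892. Rank counts rested on all libraries together. Leaving out 1 library gave from 1186 (without Nutlin-3a replicate 2) to 2679 (without DMSO replicate 2) regions ranked higher, and from 655 (without Nutlin-3a replicate 2) to 1232 (without DMSO replicate 2 or 4) ranked lower. In replicates 1 and 2 alone no region passed the threshold in limma, with 16454 at an unadjusted p under 0.05, and in replicates 3 and 4 alone 139 ranked higher and 118 lower.

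The same motifs distinguished the shared regions that changed rank. AP-1 sites were found in 1830 regions that ranked higher (54.05%), compared with 13.6% of the shared regions not past the threshold (odds ratio 7.496, 95% CI 6.98 to 8.05), and in 4.14% of those that ranked lower (odds ratio 0.275, Fisher's exact test, adjusted p = 4.79e-47). The p53 element was present in 40 regions that ranked higher (1.18%) against 214 of the others (0.293%, odds ratio 4.06, Fisher's exact p = 4.01e-12), and in 5 that ranked lower (0.230%, Fisher's exact p = 0.839). CTCF sites were rare among regions that ranked higher (84 regions, 2.48%, against 18.6%, odds ratio 0.112, adjusted p = 2.64e-180 by Fisher's exact test). Regions that ranked lower had more GRHL sites (294 regions, 13.5%, against 4.64%, odds ratio 3.21, adjusted p = 2.66e-55) and EREs (45 regions, 2.07%, against 1.01%, adjusted p = 8.16e-05). RUNX sites were more frequent in regions that ranked higher (3.57% against 2.49%, adjusted p = 2.49e-04). Promoters made up 6.23% of regions that ranked higher and 9.33% of those that ranked lower, compared with 21.1% of the other shared regions (odds ratios 0.249 and 0.385, Fisher's exact p = 8.07e-124 and 1.04e-47).

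The largest rank changes came from a few distal and promoter regions. The region 32017 bp upstream of COL18A1, a collagen gene, carried p53 and AP-1 sites (chromosome 21, 45372913 to 45373559). It moved from the 5.27 ± 2.91 to the 97.1 ± 3.05 percentile (SD, n = 4 per group), a change of 3.71 ± 0.26 normal-score units (SE, limma adjusted p = 0.00150). A region 224941 bp upstream of PRMT6 (chromosome 1, 106831169 to 106831983) moved from 6.47 ± 3.51 to 97.3 ± 3.49 (adjusted p = 0.00154). The promoter of the asparagine synthetase gene ASNS (chromosome 7, 97871708 to 97872748) moved from 0.496 ± 0.319 to 73.8 ± 23.3 (adjusted p = 0.00444). In the other direction, a region in an intron of TACC2 (chromosome 10, 122062803 to 122063676) moved from 99.1 ± 0.321 to 7.78 ± 3.18, a change of −3.84 ± 0.17 (adjusted p = 2.03e-04), and the promoter of the autophagy gene ATG9A (chromosome 2, 219229025 to 219230016) from 95.2 ± 2.48 to 5.38 ± 6.04 (adjusted p = 0.00228). The summits listed by the 8 libraries lay 322 to 667 bp apart in these 5 regions, and by −log10 p only COL18A1 (adjusted p = 8.44e-05) and PRMT6 (adjusted p = 4.65e-04) also passed the threshold. An intronic region at MLXIP ranked higher (change 3.87 ± 0.71, adjusted p = 0.0180), with 1 DMSO library at the 93.6 percentile, and held in 6 of the 8 fits that each left out a library. The other regions among the 10 largest in each direction were nearest to FBRSL1, GRIFIN, HLF, P2RY2, TBC1D8B and GRHPR (higher) and to SGO2, CYB5RL, AKR1E2, ZNF875, PPP2R2A, LGMN, PSPC1 and SESN1 (lower). The calls at P2RY2, TBC1D8B, SGO2, AKR1E2 and SESN1 held in 1 of these 8 fits (highest adjusted p from 0.0795 to 0.107), and with the replicate block the adjusted p was 0.0536 at P2RY2, 0.0595 at TBC1D8B, 0.0612 at SGO2 and 0.0630 at AKR1E2. By −log10 p, 10 of these 20 regions had the opposite direction, and the opposite direction was past the threshold at HLF (−0.365, adjusted p = 0.00651), TBC1D8B (−0.476, adjusted p = 0.0225) and PPP2R2A (0.763, adjusted p = 1.42e-04).

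At CDKN1A, the best-known p53 target, a region at the outermost start of the annotated gene (36676460) was called with Nutlin-3a alone. The region on chromosome 6 from 36676230 to 36676701 was called in 4 of 4 Nutlin-3a libraries (−log10 q from 6.67 to 56.2) and in 0 of 4 DMSO libraries, and it held a p53 element. A region 9175 bp upstream of the start (36667027 to 36667555), which also holds a p53 element, was open in all libraries and ranked higher with Nutlin-3a, from the 62.6 ± 8.01 to the 88.4 ± 6.29 percentile (change 0.93 ± 0.21, limma adjusted p = 0.0363). This call held in 2 of the 8 fits that each left out a library (highest adjusted p 0.0909) and was past the threshold no longer with the replicate block (adjusted p = 0.0555). A further region past the end of the gene (36688682 to 36689537) was called in 4 Nutlin-3a and 0 DMSO libraries. Inside the gene, the regions from 36678366 to 36678926 and from 36680131 to 36680777 were called in all libraries of both groups. Open chromatin in the gene was therefore not limited to Nutlin-3a. Beside the first of these, a region from 36678993 to 36679530 was called in 3 DMSO and 0 Nutlin-3a libraries. Another, from 36682393 to 36683134, was called in 4 DMSO and 2 Nutlin-3a libraries.

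**Figure D4:**
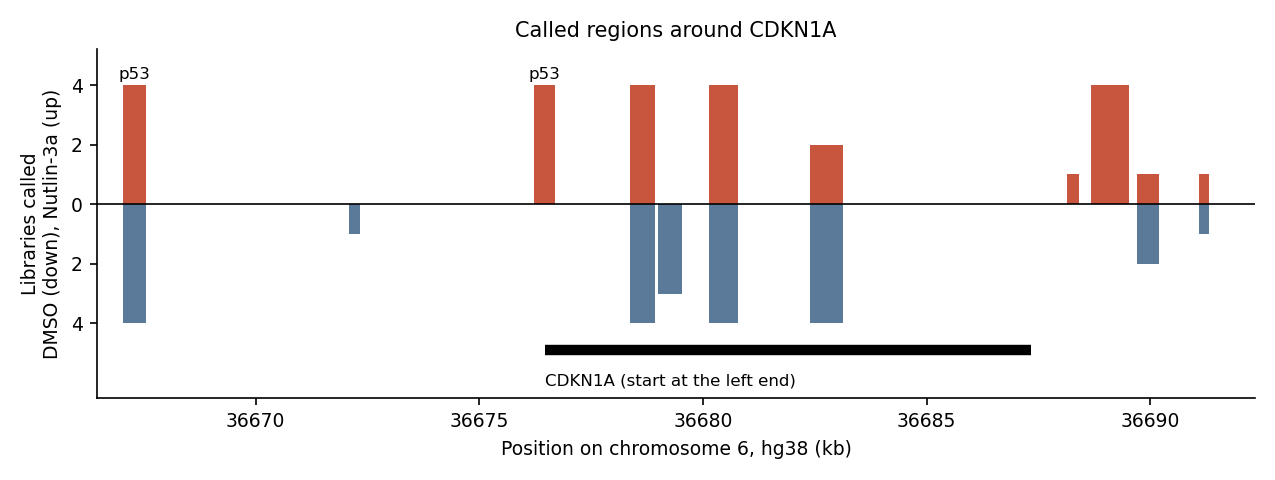
Number of Nutlin-3a libraries (upward bars) and DMSO libraries (downward bars), of 4 each, in which each region around CDKN1A was called, against the position on chromosome 6 in kb (hg38), with p53 elements marked. The region at the outermost start of the annotated gene was called in 4 Nutlin-3a and 0 DMSO libraries. The region from 36678366 to 36678926, inside the gene, was called in all libraries of both groups.

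Among the regions over or nearest to the starts of the other fixed loci, MDM2 ranked higher. The promoter of MDM2, which encodes the p53 ubiquitin ligase (chromosome 12, 68807362 to 68809236), moved from the 15.1 ± 3.30 to the 53.1 ± 19.1 percentile (change 1.11 ± 0.26, limma adjusted p = 0.0404). Nutlin-3a replicate 4 lay at 24.8, the other Nutlin-3a libraries lay between 60.3 and 66.7, and the listed summits spread over 1307 bp. Leaving out Nutlin-3a replicate 4 kept the call (adjusted p = 0.0213), leaving out any of the other 7 libraries ended it (highest adjusted p 0.109), and so did the replicate block (adjusted p = 0.0565). CCNG1, a p53 target, had a change of −1.40 ± 0.44 (adjusted p = 0.0896), and without DMSO replicate 4 it ranked lower (−1.89 ± 0.20, adjusted p = 0.00607), as it did by −log10 p (−0.39, adjusted p = 0.0283). No other of these regions passed the threshold, with adjusted p-values of 0.255 for GADD45A, 0.260 for BAX, 0.272 for PIK3IP1, 0.595 for PLK1, 0.0859 for CCNB2 and 0.601 for E2F1. The PLK1 region lay 700 bp from the start of the annotated gene, with its summit 100 bp from a PLK1 transcript start. For FAS, which encodes a death receptor, the region closest to the start of the annotated gene (1680 bp away, adjusted p = 0.917) was nearest to an ACTA2 start. The annotated gene begins at 88953813, away from the FAS promoter that faces ACTA2, which this region does not measure. The region at the start of ACTA2, whose transcripts face those of FAS, lay 36 bp from another annotated FAS transcript start, held a p53 element (chromosome 10, 88991204 to 88991578) and was called in 3 DMSO and 4 Nutlin-3a libraries. For PTP4A1, the region nearest to the outermost start of the annotated gene (565 bp away) was called in 2 DMSO and 4 Nutlin-3a libraries. A Nutlin-3a-only region lay 5371 bp upstream of that start (chromosome 6, 63516191 to 63516831). Within 10 kb of any annotated PTP4A1 start lay 4 shared regions, of which 0 ranked higher and 0 lower. The outermost start was not matched to the PTP4A1 promoters that the study examined.

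**Figure D5:**
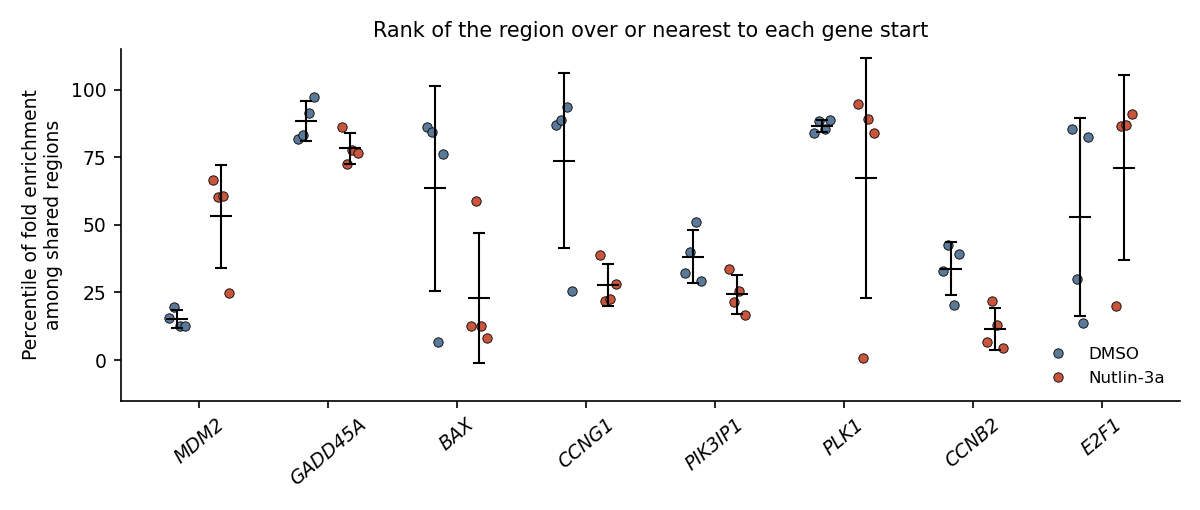
Percentile of fold enrichment among shared regions for the region over or nearest to each gene start, in each DMSO and Nutlin-3a library (points, n = 4 per group), with the mean (horizontal line) and SD (error bars, which can pass the limits of 0 and 100) for the 8 genes with a shared region nearest to their own start. MDM2 moves from 15.1 ± 3.30 to 53.1 ± 19.1.

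Genes of the p53 program were next considered as a list. PHLDA3, GLS2 and SUGCT had regions that ranked higher, and Nutlin-3a-only regions lay near ISCU, PPM1D, ORAI3 and CDKN1A. Of all 78491 shared regions, 3386 ranked higher and 2175 lower (10072 and 7475 by −log10 p), and the counts of every list are to be read against these. Within 10 kb of the starts of p53 targets, 12 shared regions ranked higher and 4 lower of 235, and the counts were 12 and 4 when adjusted over the list alone. The higher count was 7 with the replicate block and ranged from 3 (without DMSO replicate 3) to 9 (without DMSO replicate 1) when a library was left out, and ranking by −log10 p gave 43 higher and 20 lower. The list as a whole did not shift (camera adjusted p = 0.852 with the preset and 0.932 with the estimated correlation, median change −0.10), and neither did any other list. Near p53 targets lay 15 Nutlin-3a-only regions (0.362% against 0.137% of balanced regions, odds ratio 2.66, 95% CI 1.41 to 5.00, Fisher's exact test, adjusted p = 0.0366) and 5 DMSO-only regions (adjusted p = 0.325). This enrichment was not past the threshold without DMSO replicate 1 (0.299%, adjusted p = 0.108), Nutlin-3a replicate 1 (0.305%, adjusted p = 0.0701), Nutlin-3a replicate 2 (0.314%, adjusted p = 0.0558) or Nutlin-3a replicate 4 (0.339%, adjusted p = 0.0536), nor in replicates 1 and 2 (adjusted p = 0.189) or replicates 3 and 4 (adjusted p = 0.494) alone. It also fell short of the threshold within 2 kb (adjusted p = 0.394), within 50 kb (adjusted p = 0.0858) and with a difference of at least 3 libraries (adjusted p = 0.377), and Nutlin-3a-only and DMSO-only regions did not differ detectably in it (odds ratio 1.36, adjusted p = 1). The promoter of PHLDA3, an AKT inhibitor gene (chromosome 1, 201467930 to 201469779), moved from the 5.85 ± 3.36 to the 78.6 ± 5.90 percentile (change 2.46 ± 0.24, limma adjusted p = 0.00376, listed summits over 1037 bp). At GLS2, a glutaminase gene, an exonic region (chromosome 12, 56476874 to 56477470) moved from 51.6 ± 7.93 to 89.1 ± 3.42 (change 1.21 ± 0.17, adjusted p = 0.00851). An intronic region at SUGCT with an AP-1 site (chromosome 7, 40141827 to 40142324) changed by 1.43 ± 0.22 (adjusted p = 0.0109). The ORAI3 promoter (chromosome 16, 30948141 to 30948814) ranked lower (−1.51 ± 0.24, adjusted p = 0.0126).

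Cell cycle genes repressed through the DREAM complex lay near DMSO-only regions more often than near balanced regions. KIF23 and UHRF1 had such regions, the latter at its promoter. In total 8 DMSO-only regions lay near list members (0.425% against 0.101% of balanced regions, odds ratio 4.21, 95% CI 1.85 to 9.58, Fisher's exact test, adjusted p = 0.0206), and 8 Nutlin-3a-only regions did (0.193%, adjusted p = 0.436). Nutlin-3a-only and DMSO-only regions did not differ detectably in this share (odds ratio 0.453, 95% CI 0.1698 to 1.209, Fisher's exact test, adjusted p = 1). The DMSO-only enrichment was not past the threshold without DMSO replicate 2 (0.346%, adjusted p = 0.0637), Nutlin-3a replicate 3 (0.298%, adjusted p = 0.0690) or Nutlin-3a replicate 4 (0.275%, adjusted p = 0.193), nor in replicates 1 and 2 (adjusted p = 0.969) or replicates 3 and 4 (adjusted p = 0.864) alone, and neither within 2 kb (adjusted p = 0.832), within 50 kb (adjusted p = 0.556) nor with a difference of at least 3 libraries (adjusted p = 0.238). Of 187 shared regions near members, 7 ranked higher and 3 lower (7 and 3 adjusted over the list alone), with 4 and 1 under the replicate block and a range of 3 to 6 and of 0 to 3 when a library was left out. By −log10 p the balance was the other way, with 8 higher and 21 lower. An exonic region at MCM4, a replication helicase gene (chromosome 8, 47967181 to 47967791), carried an AP-1 site and ranked higher (71.5 ± 2.66 to 93.9 ± 3.11, change 1.01 ± 0.16, limma adjusted p = 0.0108). The LMNB1 promoter (chromosome 5, 126776486 to 126777271) ranked lower (−1.28 ± 0.24, adjusted p = 0.0195, held in 5 of 8 fits without a library). The RRM2 promoter ranked higher by fold (2.33 ± 0.25, adjusted p = 0.00414) and lower by −log10 p (−0.53, adjusted p = 0.00487).

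Ranked by fold, RFX7 targets, luminal genes and inflammatory genes gave a few regions each. For RFX7 targets, 2 shared regions ranked higher and 1 lower of 88 (2 and 1 adjusted over the list alone, 2 and 2 with the replicate block). The higher count was 3 without DMSO replicate 4, 2 without DMSO replicate 2 and 1 without any other library, and the lower count was 0 without DMSO replicate 3 or 4 or Nutlin-3a replicate 1, 2 or 3. Besides these, 3 Nutlin-3a-only and 2 DMSO-only regions lay nearby (Fisher's exact test, adjusted p = 0.436 and 0.325). For luminal genes the counts were 1 and 2 of 144 (0 and 0 adjusted over the list alone, 0 and 1 with the replicate block, and from 0 to 1 for each without a library), with 5 Nutlin-3a-only and 4 DMSO-only regions (adjusted p = 0.436 and 0.299). None ranked higher without DMSO replicate 1 or 3 or Nutlin-3a replicate 1, 3 or 4, and none ranked lower without DMSO replicate 3 or Nutlin-3a replicate 2, 3 or 4 (0 each). Ranked by −log10 p, the same list had 8 higher and 30 lower (10 and 34 adjusted over the list alone), with a camera adjusted p of 0.0956 with the preset and 0.717 with the estimated correlation. At ESR1, which encodes the estrogen receptor, a promoter region with an AP-1 site (chromosome 6, 151803696 to 151804190) ranked higher (18.3 ± 4.48 to 48.4 ± 4.31, limma adjusted p = 0.0240, and 0.0550 with the replicate block), a call that held in 2 of the 8 fits without a library. A Nutlin-3a-only region with an AP-1 site lay near CDH1, and a DMSO-only region with an ERE lay in an intron at SIAH2. For AP-1 and inflammatory genes 4 regions ranked higher and 0 lower of 82 (4 and 0 adjusted over the list alone, with 2 under the replicate block and from 1 to 3 without a library), at JUN, CXCL8, HBEGF and NFKB2. With the replicate block the adjusted p was 0.05999 at CXCL8, 0.0625 at HBEGF and 0.0842 at NFKB2, and at JUN, which stayed past the threshold (adjusted p = 0.0294), the listed summits spread over 510 bp and ranking by −log10 p gave no call (change −0.04, adjusted p = 0.8245). Near these genes, 2 Nutlin-3a-only and 0 DMSO-only regions were found (Fisher's exact test, adjusted p = 1 and 0.896), the former at FOSL1 and IL6.

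Interferon-stimulated genes included SAMD9, an antiviral gene whose promoter ranked lower. The SAMD9 promoter, with a STAT or IRF site (chromosome 7, 93117902 to 93118425), moved from the 61.75 ± 5.09 to the 12.3 ± 4.93 percentile (change −1.49 ± 0.20, limma adjusted p = 0.00658), with listed summits within 11 bp. On this list 3 regions ranked higher and 1 lower of 63 (3 and 1 adjusted over the list alone, and from 0 to 2 higher without a library), with 2 Nutlin-3a-only and 2 DMSO-only regions (Fisher's exact test, adjusted p = 0.436 and 0.299). Housekeeping genes had 1 higher and 2 lower of 103 (0 and 0 adjusted over the list alone, 1 and 0 with the replicate block, 0 higher without DMSO replicate 1 or Nutlin-3a replicate 1, 2 or 4, and 0 lower without any library but Nutlin-3a replicate 3, with 1), with 5 and 2 one-group regions (adjusted p = 0.143 and 0.325). Markers of other cell types gave 0 and 0 of 15 regions for fibroblasts (1 and 0 with the replicate block), 1 and 0 of 23 for immune cells (0 and 0 adjusted over the list alone and with the replicate block, 0 higher without any 1 library, and 1 lower without Nutlin-3a replicate 1) and 2 and 0 of 28 for neural cells (2 and 0 adjusted over the list alone, 0 and 0 with the replicate block, 0 higher without any 1 library, and 1 lower without DMSO replicate 4). Nutlin-3a-only regions numbered 0, 2 and 2 near these markers (adjusted p = 0.436 each), and DMSO-only regions 0 (adjusted p = 1). The neural regions were at OLIG1 and NEUROD1, and both carried AP-1 sites.

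The study asked whether facing promoters change together. The pairs used here reach that question only in part, since the downstream region was chosen by distance and is not known to be a promoter. Ranked by fold, SAMD9 was the only gene whose start region and downstream region were both past the threshold, and they moved apart, with −1.49 at the start and 1.27 at a region 2099 bp downstream (chromosome 7, 93115708 to 93116198, limma adjusted p = 0.0306). The call at the start held in all 8 fits that each left out a library, and the downstream call was lost without DMSO replicate 3 (adjusted p = 0.0793) or 4 (0.0573) or without Nutlin-3a replicate 1 (0.0743), 2 (0.0882), 3 (0.0584) or 4 (0.0511). Ranked by −log10 p, both regions were past the threshold in the same direction in 8 pairs and in opposite directions in 23. Over 1099 pairs of a start region and the nearest shared region downstream (median distance 1257 bp), the rank changes had a Spearman correlation of −0.0863, across regions, which are not independent replicates. It was −0.0728 in replicates 1 and 2 and −0.0468 in replicates 3 and 4. Of the 35 divisions of the libraries, 2 gave a correlation as far from 0 (exact permutation p = 0.0571). Ranked by −log10 p the correlation was −0.0918 (13 of 35, exact permutation p = 0.371), with the replicate block 1 of 8 divisions was as far from 0 (exact permutation p = 0.125), and for 845 start regions paired with the nearest shared region upstream it was −0.107 (4 of 35, exact permutation p = 0.114). Peaks that merge across both promoters of a closely spaced pair form a single region and were not measured by this comparison.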

Values the study reported

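The study estimated that between 24.5 and 29.2% of CAGE peaks at annotated transcript starts belonged to convergent promoters. The distance between the inner start sites of a convergent pair had a median of 413 bp and a maximum of 2,301 bp. For its p53 analysis the study used a list of 343 p53 targets. Cotranscription of FAS and ACTA2 from one locus was seen in 24% of single cells treated with Nutlin-3a. For the ATAC-seq data, the study reported a positive correlation between the changes at both promoters of a pair.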

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

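The tests of DMSO replicate 4, of the number of peaks, of the separate sets of replicates and of the other divisions of the libraries were chosen only after the results they concern were seen, and the tests of summit position, calling strength and base composition, and of AP-1 sites within sets of replicates, were chosen before.

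Nutlin-3a-only regions outnumbered DMSO-only regions by a ratio of 2.201. Only 1 division of the libraries, the real one, gave as many one-group regions (6025), but just 8 of the 35 part every same-numbered pair as it does (highest other 591), too few for a share under 0.05, and the highest of the divisions that part fewer pairs gave 2257. With 40000 peaks from every library the ratio was 1.869, which argues against the number of peaks as the whole source of the excess. Without DMSO replicate 4 the ratio was 1.229, and within replicates 1 and 2 it was 0.825. The size and direction of the excess may therefore come from DMSO replicate 4, for a reason that leaving it out cannot show, and from the set of replicates, and a gain of open regions through p53 stays open.

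Shared regions changed rank with Nutlin-3a in 5561 cases. Only 1 division, the real one, gave as many calls, but the 8 that part every same-numbered pair (highest other 9) are too few for a share under 0.05, and the highest of those that part fewer pairs gave 343. Fold enrichment is listed at the summit, and a summit on the flank of a wide peak may lower it without any change in the region. Of the called regions, 79.41% had all 8 summits within 100 bp, which argues against this as the source of most calls. The remaining calls, with wider spread, stay open, and the effect of treatment is a hypothesis for the rest.

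AP-1 sites occurred in 47.2% of Nutlin-3a-only regions. The odds ratio against DMSO-only regions was at least 14.34 in either set of replicates, and against balanced regions it was 6.052 after stratification by −log10 q and 6.461 by GC content, which argues against the set of replicates, calling strength and base composition as sources. The divisions decide neither way on chance, since 3 of the 35 were as large as the real one (36.51), the real one included, but the other 2 were infinite for want of any site among the 9 to 48 regions of a side (highest finite other 19.67), and the 8 that part every same-numbered pair (highest other 14.95) are too few for a share under 0.05. Activity of AP-1 factors in treated cells is a candidate explanation, which motif counts cannot tell from that of other factors bound at these regions.

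In 19 of 150 groups of 4 libraries (12.7%), 1 library lay far from the other 3, measured as its gap to the nearest divided by the range of the group. The limit used is passed by about 1 in 20 groups of independent, normally distributed values. These groups hold percentiles from the same libraries, partly of regions chosen for large changes, so their share was not compared with chance. Among fixed loci these were MDM2 with Nutlin-3a (0.8468, library at the 24.8 percentile), BAX with DMSO (0.8727, at 6.83) and Nutlin-3a (0.908, at 58.9), CCNG1 with DMSO (0.9033, at 25.4), PLK1 with Nutlin-3a (0.8864, at 0.933) and E2F1 with Nutlin-3a (0.9396, at 20.01). Among the largest rank changes these were MLXIP (0.9068, at 93.6), P2RY2 (0.9226, at 87.5) and CYB5RL (0.9329, at 44.6) with DMSO, and PRMT6 (0.9654, at 92.1), TBC1D8B (0.9729, at 8.79), SGO2 (0.9481, at 96.5) and SESN1 (0.9587, at 87.5) with Nutlin-3a. Among list members these were ORAI3 with DMSO (0.9433, at 41.7) and GLS2 (0.8434, at 94.2), MCM4 (0.8588, at 89.2), COL3A1 (0.9262, at 38.6), COL1A2 (0.8812, at 64.4) and CD79A (0.8328, at 55.8) with Nutlin-3a. No cause of these single libraries was tested.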

How the results depend on the processing

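The alternatives for merging, strictness, windows, ranking, block and leaving out libraries were chosen before the data were examined, and those for summit position, for the set of replicates as a factor or alone, for DMSO-only regions as the background and for leaving out libraries in the AP-1 result only after the results were seen. In all cases below the cause was not tested, apart from effects fixed by construction. Fits with fewer libraries have less power, and one-group counts cannot fall when fewer libraries or a smaller difference are required.

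The p53 element and AP-1 enrichments in Nutlin-3a-only regions and the low promoter share of these regions against balanced regions kept their direction and their side of the threshold under each alternative run (18, 11 and 15), apart from the comparison of promoter share with DMSO-only regions (3.55%, p = 0.0957 by Fisher's exact test). Other settings of that last comparison fell on both sides of the threshold, as given in the results. The difference in peaks per library changed sign with a −log10 q of at least 5 (5123) and was past no threshold. Nutlin-3a-only regions numbered 2267 in equal lists, 12557 with a difference of at least 3 libraries, 11492 in replicates 1 and 2 and 17172 in replicates 3 and 4. DMSO-only regions numbered 1213, 8559, 13930 and 11854 in the same order, and 2204 to 3726 when a library was left out. The promoter share of DMSO-only regions was 4.03% at −log10 q of at least 5 and past the threshold, and 4.33 to 5.05% without a library.

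Regions ranked higher and lower numbered 10072 and 7475 by −log10 p, 5760 and 4312 with the set of replicates as a factor, 14592 and 14892 with both, 5281 and 3632 with summits within 100 bp, 0 and 0 in replicates 1 and 2 (16454 at an unadjusted p under 0.05 in limma), and 139 and 118 in replicates 3 and 4. Without a library they ranged from 1186 to 2679 and from 655 to 1232. The replicate block gave 2541 and 1208. Among fixed loci, 2 start regions were past the threshold by −log10 p, 0 with the replicate block and 0 to 1 without a library.

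For the p53 target list, the camera adjusted p was 0.391 by −log10 p and 0.998 at −log10 q of at least 5, both in the reversed direction, and 0.609 to 0.988 without a library, with the direction reversed without DMSO replicate 3 (0.975), DMSO replicate 4 (0.840), Nutlin-3a replicate 2 (0.950) or Nutlin-3a replicate 3 (0.988). The share of Nutlin-3a-only regions near p53 targets was past the threshold no longer within 2 kb (0.0966%), within 50 kb (1.06%), with a difference of at least 3 libraries (0.215%), in replicates 1 and 2 (0.261%), in replicates 3 and 4 (0.216%) or against DMSO-only regions (0.362%, odds ratio 1.36, adjusted p = 1), and it was 0.299 to 0.371% without a library. For the DREAM list, camera by −log10 p had the opposite direction (adjusted p = 0.0956). Its Nutlin-3a-only share was 0.0241% within 2 kb, 0.531% within 50 kb, 0.122% in replicates 3 and 4 and 0.193% against DMSO-only regions (odds ratio 0.453, adjusted p = 1), each with the opposite direction. Its DMSO-only share was past the threshold no longer within 2 kb (0.106%), within 50 kb (0.903%), with a difference of at least 3 libraries (0.199%) or in the sets of replicates (0.151% and 0.143%), and it was 0.275 to 0.385% without a library. For RFX7 targets, the Nutlin-3a-only share was 0% within 2 kb, 0.338% within 50 kb (adjusted p = 0.0330), 0.0582% in replicates 3 and 4 and 0.0724% against DMSO-only regions, with the opposite direction apart from 50 kb, and the DMSO-only share was 0% within 2 kb, 0.106% within 50 kb and 0.0591% in replicates 3 and 4, each with the opposite direction.

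The replicate block also ended the calls at KRT8 (adjusted p from 0.0366 to 0.0714), ISG15 (0.0406 to 0.0714), ELF1 (0.0303 to 0.0627), POLR2A (0.0443 to 0.0850), CSF1R (0.0480 to 0.0924) and an intron of PLK1 (0.0329 to 0.0695), and moved the interferon counts from 3 and 1 to 2 and 1. Beyond these and those given with the block in the results, it changed no call at a region named by the rule. By −log10 p, the higher and lower counts were 8 and 4 for RFX7 targets, 7 and 3 for AP-1 and inflammatory genes, 5 and 8 for interferon-stimulated genes, 3 and 10 for housekeeping genes, and 2 and 0, 2 and 2, and 2 and 0 for fibroblast, immune and neural markers. The intervals of core convergent promoters listed by the study were not run as an alternative for the pairs, since they are supplementary values. Depth limits are unknown.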

Other observations

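The tests in this part, of the summits of the 20 largest rank changes and of the correlation between paired regions, were chosen only after the results were seen, as were the comparisons of p53 with AP-1 sites, of the sets of replicates and of chromosome 17.

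The p53 element and AP-1 sites marked mostly different Nutlin-3a-only regions. Of 98 regions with a p53 element, 22 (22.45%) also had an AP-1 site, compared with 47.8% of those without the element (odds ratio 0.316, Fisher's exact p = 5.26e-07). In balanced regions the shares were 6.49% and 11.7% (odds ratio 0.524, Fisher's exact p = 0.211). In shared regions not past the threshold they were 11.7% and 13.6% (odds ratio 0.843, Fisher's exact p = 0.484). Both motifs were enriched in Nutlin-3a-only regions, so an association within that set cannot show that the motifs exclude each other. Neither motif was found in 2111 Nutlin-3a-only regions (51.0%). Regions specific to replicates 1 and 2 of both treatments (1430) and to replicates 3 and 4 (827) also differed in motifs, with AP-1 sites in 17.7% and 11.2%, FOX sites in 14.3% and 4.84%, GRHL sites in 6.64% and 2.78%, CTCF sites in 2.797% and 7.38%, and p53 elements in 0.0699% and 1.21%.

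Several of the strongest one-group regions lay on chromosome 17 between 59 and 62 Mb, a part of the long arm that is known to be amplified in MCF-7 cells. Shared regions there numbered 265, with a median −log10 q of 83.3 against 54.5 elsewhere and a median fold of 5.83 against 9.40. Of the Nutlin-3a-only regions 11 lay there, 2 of them among the 10 named, with a median fold of 2.54 against 5.84 elsewhere. Of the DMSO-only regions 9 lay there, 1 of them among the 10 named, with a median fold of 2.61 against 4.70.

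The 20 largest rank changes differed from the other calls in where their summits lay. Their summits spread over a median of 485.5 bp, 0 of 20 had all summits within 100 bp, and 9 of 20 had the same direction by −log10 p. This set takes the largest changes whatever their direction and is not the set of 10 higher and 10 lower regions named in the results. A shift of the listed summit within a wide peak is therefore a candidate explanation for these changes. Among peaks with −log10 q of at least 100, 20.1, 22.2, 16.3 and 18.6% had a fold under 5 in DMSO replicates 1 to 4, and 20.5, 14.6, 12.7 and 11.3% in Nutlin-3a replicates 1 to 4. The summit lay nearer to an edge of the peak than to its middle in 81.4 to 86.7% of these per library, and in 7.99 to 11.6% of the other peaks. The difference between groups in these shares was not tested.

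The correlation between start regions and downstream regions had the opposite sign to the one the study reported for read counts at its convergent promoters, which is a different measure on different regions. Chance cannot be excluded, since 2 of the 35 divisions gave a value as far from 0, with −0.08634 for the real one and −0.09577 for the highest other, and the 8 that part every same-numbered pair are too few for a share under 0.05.

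The test of AP-1 sites over other divisions of the libraries first used the odds ratio between the sides. Of the 35 divisions, 3 reached the real value of 36.5, the real one included, and the other 2 were infinite, since none of the 9 and 48 regions on the smaller side had the site (highest finite other 19.67). The ratio is saturated there, and the test decides neither way. The statistic was then changed, after these values had been seen, to the difference in the number of regions with the site, which gave 1911 for the real division and 160 for the highest other. That difference follows the number of one-group regions, which was already known to be highest in the real division, and it tests nothing further about the motif.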
